A study of Mus musculus with 10 samples. Its data were reported in "Obesity-linked suppression of membrane-bound O-acyltransferase 7 (MBOAT7) drives non-alcoholic fatty liver disease" (2019).

How the data were processed

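Liver RNA from 10 mice was sequenced by the authors as 50 bp single-end reads from a directional mRNA library on an Illumina HiSeq 4000. The labels describe male mice, 8 weeks old at the start, with either ASO injected at 12.5 mg/kg for 20 weeks, the study's methods place the sequenced livers on a high-fat diet, and the labels call the tissue normal liver in the control ASO group and severe fatty liver in the Mboat7 ASO group. The study used more than one Mboat7 ASO, found them alike in effect and shows its main data for a single one, and the labels do not say which of them was given to the mice sequenced here. Per the study's methods and the submitters' processing notes, the authors trimmed reads with Trim Galore 0.3.3, checked them with FastQC 0.11.3 and aligned them to mm10 with STAR 2.5.2a_modified, using UCSC annotations of 2016, a largest intron of 100000 bases and its gene counting mode. The deposited values are raw read counts per gene symbol, whole numbers that were not normalized. Which strand column of the counting output was used is not given in the sources used here, so values of overlapping genes are uncertain, in particular Mboat7 and Tsen34 (opposite strands) and Tmc4 and Leng1 (adjacent). Families with near-identical copies (Cyp2c, Mup, Rpl, Serpina1 and H2 genes) are also uncertain, since reads shared between copies may be lost or split. The table held 10 further columns of per-sample values that match no label and were not used.

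Library totals ran from 25153235 to 28791798 counts, at which 1 count in the smallest library is 0.0398 CPM, and 15393 to 16107 genes had a count in each library. Counting intervals are 95% and cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Pairs of libraries within a group differed by a chi-square per degree of freedom of 20.1 to 79.2, far beyond sampling noise, so each library was counted as a separate replicate. The labels give each library its own number but do not state outright that each is a separate mouse, and p-values measure the spread between these samples.

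The table of 24411 genes was filtered to 12609 that reached 1 CPM in at least 1 library, which removed 11802 genes (48.3%). Counts were normalized by upper quartile and tested by edgeR's quasi-likelihood test for Mboat7 ASO against control ASO with no covariate, at a Benjamini-Hochberg FDR of 0.05 with and without a 2-fold threshold. The biological coefficient of variation was 0.166. Principal components used the 500 most variable genes on log CPM with a prior count of 2, and group differences of single values used 2-sided exact permutation over 252 label assignments. The 40 gene lists were fixed before the data were examined. Lists with at least 5 genes kept (38) were tested by limma's camera with a preset correlation of 0.01 and BH adjustment, then with an estimated correlation and by fry. The calls of a list's members were also adjusted over the list alone. Genes were named by a rule fixed at the same time, namely Mboat7, Tmc4, a list of genes drawn from those measured by qPCR or named by the study and its flow cytometry markers, then the 10 genes with the highest and lowest fold change (over 2-fold, mean of at least 1 CPM, groups not overlapping), the 10 of lowest p in each direction, and up to 4 members of lowest p of each list, taken in that order, plus members given as not passing. Genes outside the rule are said to be chosen after their values were seen. The values of a few single genes of these lists are not reported here, while the counts and tests of the lists include them.

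Coordinates, transcript lengths and genomic spans come from a GRCm38 reference with GENCODE annotation, the same assembly as mm10, and 96.4% of the genes kept matched it by symbol. Alternatives changed the normalization (TMM, RLE or none), the filter, the test (edgeR likelihood ratio and exact tests, DESeq2, limma-voom with or without quality weights), the thresholds and the list test, or left out each library in turn. Removing the gene-length trend, leaving out libraries 2 and 9 and leaving Mboat7 and Tmc4 out of the list of locus genes were added after the data were seen. The edgeR and camera steps were tested on simulated data made from these libraries for the comparison of Mboat7 ASO with control ASO. Of 66 genes changed by each fold among 12382 genes, 66.7% were called at 1.5-fold, 78.8% at 2-fold and 100% at 4-fold. 7 unchanged genes were called, 4.14% of all calls, and camera passed 0 of 200 random lists. The simulated genes were drawn independently of each other, so the camera result does not cover lists of correlated genes. In the real libraries the estimated correlation was as high as 0.92, in the pan-leukocyte list. Only 200 simulated genes were changed, in random directions and without a length trend. In the real libraries 38.5% of the genes kept were called, so the simulated error rate does not cover so broad a change. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.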

Results

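Liver RNA was sequenced from 10 male C57BL/6 mice that had received a high-fat diet together with antisense oligonucleotides (ASO), short modified strands of nucleic acid that direct the breakdown of a matching RNA. The comparison asks how the liver transcriptome differs when Mboat7 is knocked down. Mboat7 encodes an acyltransferase that adds arachidonic acid to lysophosphatidylinositol. There were 5 mice given a control ASO (replicates 1 to 5) and 5 given Mboat7 ASO (replicates 6 to 10), each at 12.5 mg/kg for 20 weeks. Gene counts summed to between 25153235 and 27912213 in the control ASO libraries and between 26232977 and 28791798 in the Mboat7 ASO libraries. All fold changes below are Mboat7 ASO relative to control ASO, given as log2 fold change ± standard error with n = 5 per group, and genes that rose or fell are those at an edgeR quasi-likelihood FDR of 0.05.

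Mboat7 RNA was depleted in every Mboat7 ASO liver. It had 951 to 1105 counts in the control ASO libraries and 60 to 130 counts in the Mboat7 ASO libraries. The mean level was 40.8 ± 2.90 CPM in control ASO livers and 3.31 ± 1.01 CPM in Mboat7 ASO livers, a log2 fold change of -3.63 ± 0.17 (edgeR adjusted p = 1.29e-06). Mboat7 lies on chromosome 7, 3677789 to 3693523, minus strand (GRCm38, GENCODE annotation), where its 5' end overlaps Tsen34 on the opposite strand by 661 bases. Tmc4, which encodes a transmembrane channel-like protein, begins 235 bases downstream of the 3' end of Mboat7 on the same strand (chromosome 7, 3665790 to 3677553, minus strand). Tmc4 fell with Mboat7, from 106 to 145 counts in control ASO libraries to 17 to 20 counts in Mboat7 ASO libraries (-2.88 ± 0.14, edgeR adjusted p = 1.29e-06). The ratio of Tmc4 to Mboat7 counts was 0.117 ± 0.0125 in control ASO livers and 0.211 ± 0.0763 in Mboat7 ASO livers (SD, n = 5 per group, 2-sided exact permutation p = 0.0159).

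**Figure D1:**
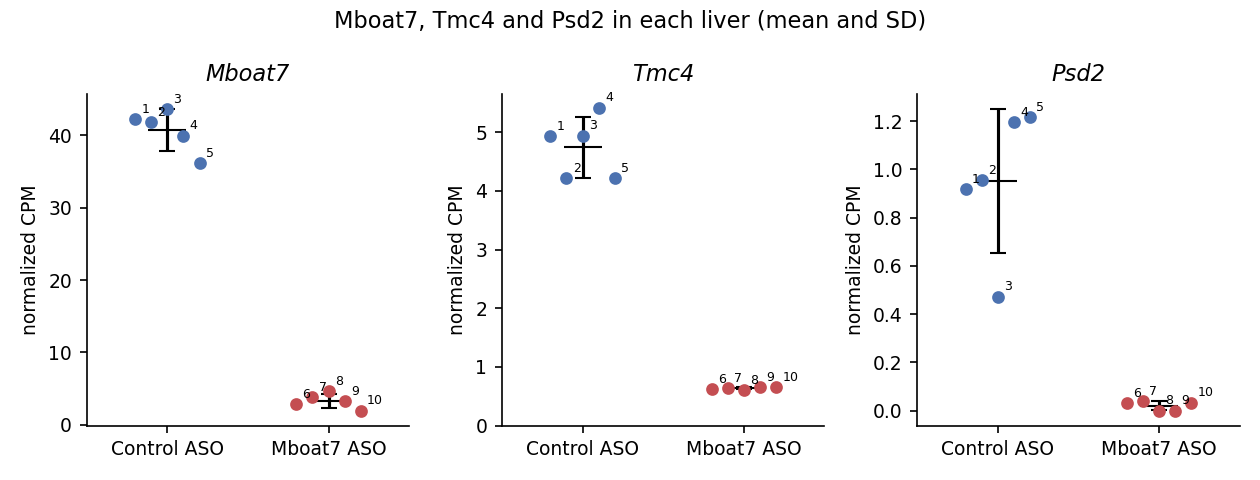
Normalized counts (CPM, vertical axes) of Mboat7, Tmc4 and Psd2 in each control ASO and Mboat7 ASO liver, with a point for each mouse and the mean ± SD of the 5 mice per group. Mboat7 averaged 40.8 CPM in control ASO livers and 3.31 CPM in Mboat7 ASO livers, and the groups did not overlap for any of the 3 genes.

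Among the 13 Mboat7 locus genes kept, 1 rose and 5 fell, and 1 rose and 6 fell when adjusted over the list alone (median log2 fold change -0.20, camera adjusted p = 9.56e-04, and unadjusted p = 0.0673 with an estimated correlation). Mboat7 and Tmc4 are 2 of the 5 that fell. Without both, a choice made after the results were seen, 1 of 11 rose and 3 fell, and 1 rose and 4 fell when adjusted over the list alone (median log2 fold change -0.16, camera adjusted p = 0.0449, and unadjusted p = 0.227 with an estimated correlation). The list without both did not pass with 1 CPM required in 5 libraries (adjusted p 0.0644), with the gene-length trend removed (0.199), with limma-voom and quality weights (0.0535), without control ASO replicate 1 (0.0613), without control ASO replicate 2 (0.0552), without control ASO replicate 3 (0.0750), without libraries 2 and 9 (0.0822), without Mboat7 ASO replicate 10 (0.0542) or without Mboat7 ASO replicate 9 (0.0713). Ndufa3 (-0.45 ± 0.07), a subunit of respiratory complex I, and Leng1 (-0.53 ± 0.11) were the next members by p value, and both fell. Lair1 (1.73 ± 0.39), an inhibitory receptor of leukocytes, rose and Tfpt (-0.38 ± 0.11) fell, and both were chosen after their values were seen. Values that did not pass were -0.16 for Tsen34, -0.09 for Rps9, -0.12 for Prpf31 and -0.12 for Cnot3. The call of Tfpt ended without control ASO replicate 3 or Mboat7 ASO replicate 10 (adjusted p 0.0537 to 0.0582), with no normalization factor (0.119) and with the gene-length trend removed (0.0947).

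Over the whole transcriptome, 811 genes rose and 84 fell by more than 2-fold at FDR 0.05, among 12609 genes kept. Without the fold threshold, 2667 rose and 2184 fell, so that 55.0% of these calls were higher in Mboat7 ASO livers. That share was 85.9% with no normalization factor, which moved the median gene by 0.159 on the log2 scale. With the gene-length trend removed, a setting chosen after the trend was seen that covers 12161 genes and moved the median gene by -0.0739, 1700 rose and 2559 fell, a share of 39.9%. The balance of these calls therefore differs between settings, for reasons that were not separated. The first principal component held 71.1% of the variance and averaged -21.0 ± 11.6 in control ASO livers and 21.0 ± 14.8 in Mboat7 ASO livers (SD, n = 5 per group, 2-sided exact permutation p = 0.00794, the smallest that 5 against 5 allows). In 2675 genes (21.2%) the groups did not overlap, against 0.794% by chance. Without control ASO replicate 2 and Mboat7 ASO replicate 9, 1286 genes rose and 119 fell by more than 2-fold, a setting chosen after their leukocyte marker levels were seen.

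Among genes with a mean of at least 1 CPM whose groups did not overlap, those with the highest fold changes were mostly receptors of leukocytes and granule proteins of neutrophils. Fcrl5, an Fc receptor-like protein of B cells, had 3 counts over the control ASO libraries and 1074 over the Mboat7 ASO libraries, a ratio of 318 (95% counting interval 108 to 1543). It was followed by Klra17 (6.46 ± 0.89) and Klrb1b (6.07 ± 0.87), members of the killer cell lectin-like receptor families. The family name does not show which cells their RNA came from. The integrin Itgad (6.18 ± 0.76) also rose, as did Ngp (5.73 ± 1.0) and Ltf (5.52 ± 1.01), which are neutrophil granule proteins. Sirpb1a (4.81 ± 0.85), Cd300e (4.75 ± 0.70), Grap2 (4.17 ± 0.56) and Ifit1bl1 (4.02 ± 0.73) completed the 10 genes. In all 10 the levels of Mboat7 ASO replicates 9 and 10 lay below those of replicates 6 to 8. Among genes held to the same mean and overlap limits, the lowest fold changes after Mboat7 and Tmc4 belonged to Cish (-2.88 ± 0.53), a STAT5-induced inhibitor of cytokine signalling, and Cyp2b10 (-2.64 ± 0.45), a drug-metabolizing cytochrome P450, which lie on chromosome 9, 107296026 to 107302784, plus strand and on chromosome 7, 25897620 to 25926624, plus strand. Chic1 (-1.84 ± 0.37), Pde6c (-1.52 ± 0.33), Gpx6 (-1.47 ± 0.32), Slc43a1 (-1.44 ± 0.35), Serpinb1a (-1.43 ± 0.31) and BC089597 (-1.41 ± 0.19) also fell. Calls ended for Cd300e with limma-voom, unweighted or with quality weights (0.0658 to 0.0662), for Ngp with limma-voom, unweighted or with quality weights (0.0734 to 0.0768), for Ltf with limma-voom, unweighted or with quality weights (0.0636 to 0.0663), and for Ifit1bl1 with limma-voom and quality weights (0.0509), with the adjusted p of each setting in parentheses.

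The genes of lowest p value that rose were Dock1 (0.69 ± 0.06), Bcas3 (0.68 ± 0.06), Atrnl1 (0.75 ± 0.07), Mkl2 (0.68 ± 0.07), Sptbn1 (0.77 ± 0.08), Htt (0.53 ± 0.06), Mbnl2 (0.73 ± 0.08), Trip11 (0.87 ± 0.09), Vps13b (0.62 ± 0.07) and Dnmt1 (0.67 ± 0.08), all with an edgeR adjusted p of 0.00121 or lower. Those that fell, besides Mboat7 and Tmc4, were Mbl2 (-0.64 ± 0.06), Gstt1 (-0.72 ± 0.07), Gchfr (-0.72 ± 0.07), Rdh18-ps (-1.02 ± 0.11), Sco2 (-0.97 ± 0.10), Tmem53 (-0.64 ± 0.07) and Gstm6 (-0.71 ± 0.08), with an adjusted p of 0.00115 or lower. Psd2, which encodes an exchange factor for ARF6, also fell, from 123 counts over the control ASO libraries to 3 over the Mboat7 ASO libraries, a ratio of control to Mboat7 ASO of 46.2 (95% counting interval 15.4 to 227), and lies on chromosome 18, 35964830 to 36014715, plus strand. The median genomic span was 169 kb for these genes that rose (9 of the 10, as Mkl2 has no match in the annotation), 13.3 kb for these 10 that fell (Mboat7, Tmc4 and Psd2 included) and 24.1 kb for all genes kept that matched it. Across 10569 genes, which are not independent replicates, the rank correlation of log2 fold change with transcript length was 0.416. The shortest 20% of genes (median 1.47 kb) had a median log2 fold change of -0.20 and the longest 20% one of 0.18.

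**Figure D2:**
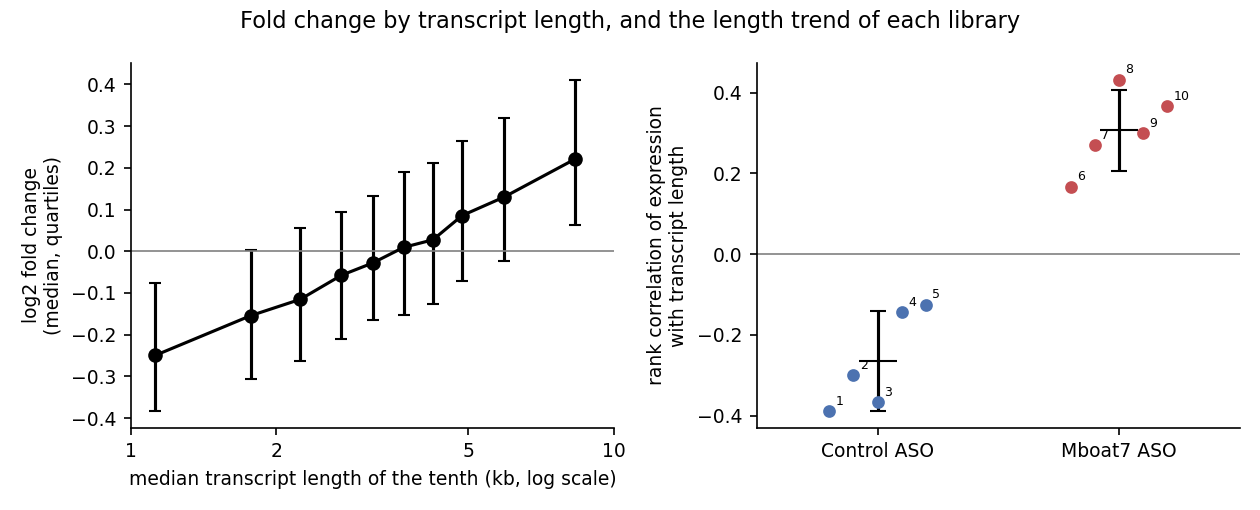
Left, median log2 fold change (Mboat7 ASO against control ASO, with quartiles) in 10 groups of equal size of the genes ordered by transcript length (kb, log scale). Right, for each library, the rank correlation of transcript length with log expression relative to the mean of each gene over all 10 libraries. It ran from -0.389 to -0.125 in control ASO livers and from 0.167 to 0.432 in Mboat7 ASO livers. The sign of each value is therefore relative to the other libraries.

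Leukocyte markers were higher in Mboat7 ASO livers. Of the 12 pan-leukocyte markers kept, 11 rose, and 12 rose when adjusted over the list alone (median log2 fold change 1.86, camera adjusted p = 4.14e-05, and unadjusted p = 0.199 with an estimated correlation). Itgb2 (2.56 ± 0.46), Ptprc (2.38 ± 0.44) and Cd53 (2.24 ± 0.44) were among them, and Ptprc encodes the leukocyte common antigen CD45. The summed level of this list was 190.2 CPM in control ASO replicate 2 and 117 to 140.3 CPM in the other controls. It was 179.6 CPM in Mboat7 ASO replicate 9, 208 CPM in replicate 10 and up to 472 CPM in the others. With an estimated correlation between genes, none of the 38 lists tested passed camera at 0.05 (lowest adjusted p = 0.569), against 14 higher and 5 lower with the preset one.

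Phagocyte and macrophage genes were higher as well. Of the 26 phagocyte Fc receptor, integrin and NADPH oxidase genes kept, 23 rose, and 26 rose when adjusted over the list alone (median log2 fold change 1.70, camera adjusted p = 3.27e-08, and unadjusted p = 0.178 with an estimated correlation). Those of lowest p were Fcgr4 (3.73 ± 0.61), Itgax (3.53 ± 0.58), Fcgr2b (0.70 ± 0.12) and Fgr (2.78 ± 0.47). Of the 18 recruited and lipid-associated macrophage markers kept, 15 rose, and 17 rose and 1 fell when adjusted over the list alone (median log2 fold change 1.54, camera adjusted p = 2.27e-05, and unadjusted p = 0.187 with an estimated correlation). Lgals3 (2.00 ± 0.39), Itgam (2.34 ± 0.47) and Tyrobp (1.75 ± 0.35) rose with Itgax, which encodes CD11c. Of the 16 Kupffer cell markers kept, 10 rose, and as many when adjusted over the list alone (median log2 fold change 1.08, camera adjusted p = 0.0167, and unadjusted p = 0.374 with an estimated correlation). C1qc (1.54 ± 0.33), Cd5l (1.57 ± 0.34), Folr2 (1.45 ± 0.32) and C1qb (1.61 ± 0.36) rose, whereas Timd4, a marker of resident Kupffer cells, did not pass (0.36 ± 0.54). In Mboat7 ASO replicates 6, 9 and 10 Timd4 (0.918 to 1.09 CPM) lay below its control ASO range of 1.22 to 3.06 CPM. In replicates 7 and 8 it lay above that range, at 5.06 and 5.56 CPM. Of the 8 markers of alternatively activated macrophages kept, 5 rose, and as many when adjusted over the list alone (median log2 fold change 0.68, camera adjusted p = 0.0741). Stab1 (0.70 ± 0.12), Chil3 (2.96 ± 0.61) and Mrc1 (0.66 ± 0.14) rose. This last list passed with fry (adjusted p 0.0181), without Mboat7 ASO replicate 10 (0.0387), with the gene-length trend removed (0.0113) and without libraries 2 and 9 (0.0439), with a range of 0.0113 to 0.569 over all alternatives. The Kupffer cell list did not pass with fry (adjusted p = 0.0638) or with no normalization factor (0.148).

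Of the 11 neutrophil markers kept, 11 rose, and as many when adjusted over the list alone (median log2 fold change 3.70, camera adjusted p = 2.36e-04, and unadjusted p = 0.199 with an estimated correlation). Camp, an antimicrobial granule peptide, had 1 count over the control ASO libraries and 203 counts over the Mboat7 ASO libraries, a ratio of 180.1 (95% counting interval 32.0 to 7148). S100a8 (3.87 ± 0.80) rose with Ngp and Ltf. The rise was uneven, and in all 11 markers the levels of Mboat7 ASO replicates 9 and 10 lay below those of replicates 6 to 8. The markers summed to 6.61 and 6.25 CPM in replicates 9 and 10, near the highest control ASO library (4.21 CPM), and to 31.9 to 59.9 CPM in replicates 6 to 8. Among the 15 B cell markers, only 7 reached the expression filter. Of the 7 kept, 5 rose, and 6 rose when adjusted over the list alone (median log2 fold change 1.01, camera adjusted p = 0.00279, and unadjusted p = 0.0969 with an estimated correlation). Cd72 (3.01 ± 0.50) and Cd79b (1.77 ± 0.33) rose. Of the 9 dendritic cell markers kept, 5 rose, and as many when adjusted over the list alone (median log2 fold change 0.82, camera adjusted p = 0.0226, and unadjusted p = 0.270 with an estimated correlation). Batf3 (2.46 ± 0.53), Fscn1 (0.63 ± 0.20), Ccr7 (1.52 ± 0.50) and Clec9a (0.73 ± 0.24) rose. The dendritic cell list did not pass without Mboat7 ASO replicate 6 (camera adjusted p = 0.11), with 1 CPM required in 5 libraries (0.160) or with no normalization factor (0.128). Calls ended for S100a8 with limma-voom, unweighted or with quality weights (0.0969 to 0.0995), for Fscn1 without control ASO replicate 1, 3, 4 or 5 or Mboat7 ASO replicate 6, 9 or 10 (0.0502 to 0.0783), for Ccr7 without control ASO replicate 1, 3, 4 or 5 or Mboat7 ASO replicate 7, 8 or 10 (0.0522 to 0.0743), and for Clec9a without control ASO replicate 1 or Mboat7 ASO replicate 6, 7 or 8 (0.0549 to 0.0770), with the adjusted p of each setting in parentheses.

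Of the 17 T cell markers, 7 reached the expression filter. In the T cell list, 1 of 7 genes kept rose, the costimulatory receptor Icos (0.86 ± 0.31), with 0 when adjusted over the list alone, 1 at an unadjusted p under 0.05 and 0 by DESeq2 (median 0.41, camera adjusted p = 0.344). Cd8a, a marker of cytotoxic T cells, did not pass (0.59 ± 0.81). In the list of cytotoxic lymphocyte and NK cell genes, 0 of 7 passed by edgeR over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05 and 0 passed by DESeq2 (median 0.52, camera adjusted p = 0.344). Its gene of lowest p, Ctsw, was at 1.06 ± 0.59. It passed at 1.68 without control ASO replicate 2 (edgeR adjusted p = 0.0393) and at 1.91 without libraries 2 and 9 (0.0147). The call of Icos ended without control ASO replicate 1, 2, 3, 4 or 5 or Mboat7 ASO replicate 7, 8 or 10 (adjusted p 0.0539 to 0.101), with limma-voom, unweighted or with quality weights (0.0690 to 0.0712), with DESeq2 (0.0675), with no filter on low counts (0.0582) and with the gene-length trend removed (0.0624).

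Of the 9 MHC class II presentation genes kept, 2 rose, and as many when adjusted over the list alone (median log2 fold change 1.01, camera adjusted p = 0.00916, and unadjusted p = 0.324 with an estimated correlation). Ctss (2.01 ± 0.37) and Ciita (1.23 ± 0.36) rose, and H2-Aa, a class II chain, was at 1.04 ± 0.46 without passing. H2-Aa passed with limma-voom and quality weights (adjusted p = 0.0332), without control ASO replicate 2 (0.00983) and without libraries 2 and 9 (0.00661). Of the 20 inflammatory cytokine and chemokine genes kept, 9 rose and 1 fell, and as many when adjusted over the list alone (median log2 fold change 1.05, camera adjusted p = 0.00938, and unadjusted p = 0.390 with an estimated correlation). Cxcl14 (1.91 ± 0.29), Tgfb1 (1.20 ± 0.28), Casp1 (1.51 ± 0.37) and Ccl4 (2.5 ± 0.72) rose, as did Tnf (2.25 ± 0.71) and Il1b (2.08 ± 0.67). Il1b was at 0.991 and 1.12 CPM in Mboat7 ASO replicates 9 and 10, within its control ASO range of 0.342 to 2.11 CPM. Tnf in replicate 9 (0.0734 CPM) also lay within its control ASO range (0.0380 to 0.358 CPM). Il18 was the member that fell (-0.39 ± 0.12), and was chosen after its value was seen. Neither list passed with fry (adjusted p = 0.0582 for class II and 0.0875 for cytokines) or with no normalization factor (0.105 and 0.221). Calls ended for Tnf without control ASO replicate 1, 3 or 5 or Mboat7 ASO replicate 6 or 7 (0.0598 to 0.0680) and with limma-voom, unweighted or with quality weights (0.0876 to 0.0937), for Il1b without control ASO replicate 1, 4 or 5 or Mboat7 ASO replicate 6, 7 or 8 (0.0559 to 0.0687) and with limma-voom, unweighted or with quality weights (0.165 to 0.174), and for Il18 without control ASO replicate 1 or 3 (0.0565 to 0.0571), with no normalization factor (0.115) and with the gene-length trend removed (0.0741), with the adjusted p of each setting in parentheses. Of the 21 interferon-stimulated genes kept, 5 rose and 1 fell, and 4 rose and 1 fell when adjusted over the list alone (median log2 fold change 0.13, camera adjusted p = 0.475). Isg15 (-0.48 ± 0.09) fell and Oas2 (1.17 ± 0.31) rose.

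**Figure D3:**
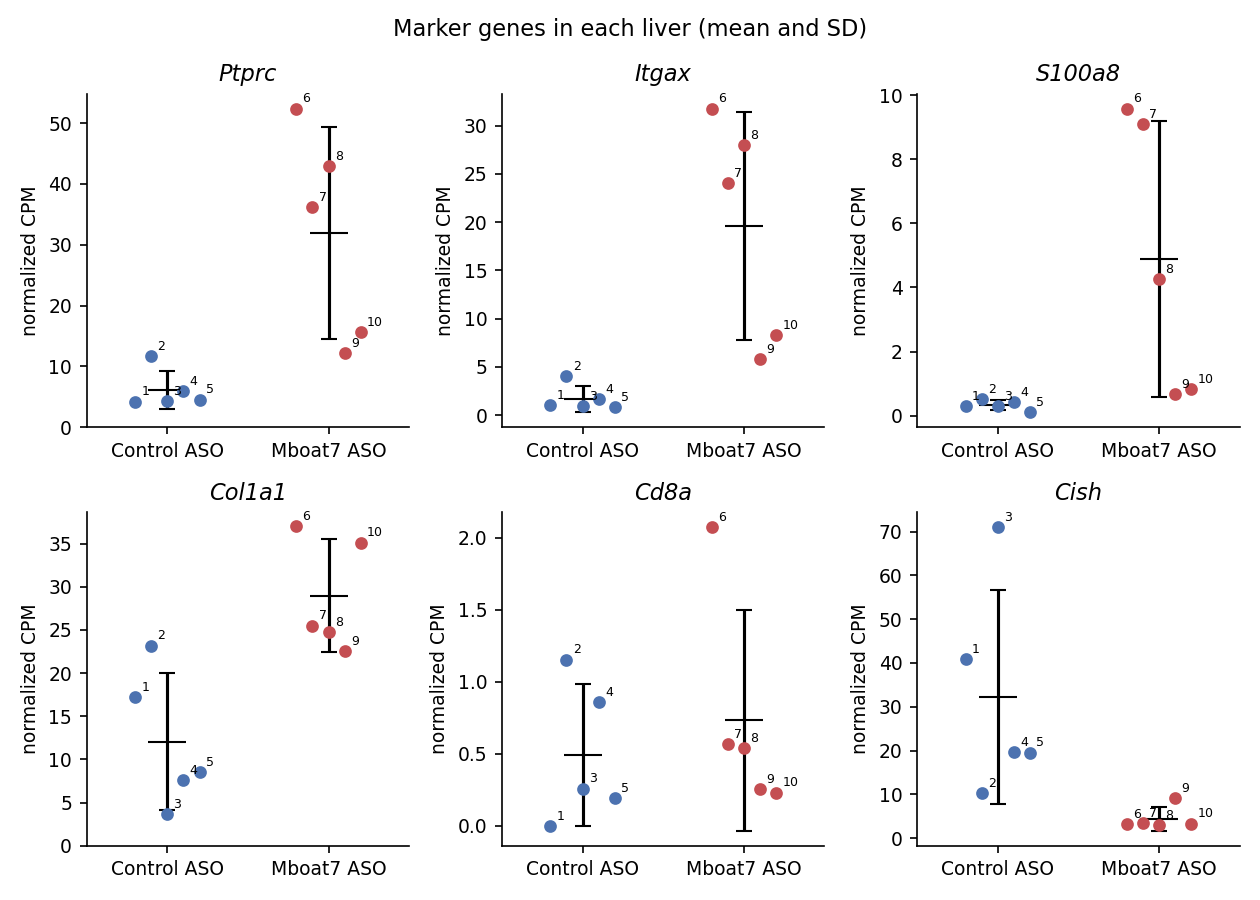
Normalized counts (CPM, vertical axes) of Ptprc, Itgax, S100a8, Col1a1, Cd8a and Cish in each liver, with a point for each mouse and the mean ± SD of the 5 mice per group. Ptprc reached 11.6 CPM in control ASO replicate 2, and 4.21 to 5.94 CPM in the other control ASO livers.

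Matrix genes were also higher in Mboat7 ASO livers. In control ASO replicate 2, the control liver with the highest leukocyte level, Col4a2 was at 28.7 CPM, against 15.8 to 17.9 CPM in the other controls. Of the 28 collagen and extracellular matrix genes kept, 21 rose, and 22 rose when adjusted over the list alone (median log2 fold change 1.02, camera adjusted p = 2.92e-06, and unadjusted p = 0.198 with an estimated correlation). Col4a2 (0.97 ± 0.17), Lum (1.34 ± 0.24), Dcn (1.0 ± 0.18) and Thbs1 (1.87 ± 0.34) had the lowest p values, and the fibrillar collagen genes Col1a1 (1.27 ± 0.39) and Col1a2 (1.23 ± 0.32) also rose. Of the 21 fibrosis regulators and matrix remodelling genes kept, 8 rose and 1 fell, and as many when adjusted over the list alone (median log2 fold change 0.35, camera adjusted p = 0.00688, and unadjusted p = 0.267 with an estimated correlation). Tgfbr1 (0.53 ± 0.07), Tgfbr2 (1.06 ± 0.16) and Vim (1.06 ± 0.25) rose. Acta2 (-0.13 ± 0.40) and Des (0.35 ± 0.19), markers of activated and of all stellate cells, did not pass, but Des passed without libraries 2 and 9 (edgeR adjusted p = 0.0374). The fibrosis list did not pass with no normalization factor (camera adjusted p = 0.105). The call of Col1a1 ended without control ASO replicate 4 or 5 or Mboat7 ASO replicate 6 or 10 (adjusted p 0.0545 to 0.0563).

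Of the 12 markers of quiescent hepatic stellate cells kept, 7 rose, and as many when adjusted over the list alone (median log2 fold change 0.57, camera adjusted p = 0.00145, and unadjusted p = 0.230 with an estimated correlation). Reln (0.69 ± 0.10), Hgf (1.46 ± 0.25) and Colec11 (0.92 ± 0.18) rose. Of the 15 sinusoidal endothelial cell markers kept, 13 rose, and 15 rose when adjusted over the list alone (median log2 fold change 0.55, camera adjusted p = 1.59e-05, and unadjusted p = 0.148 with an estimated correlation). Oit3 (0.75 ± 0.11), Eng (0.61 ± 0.12) and Pecam1 (0.85 ± 0.18) rose. Of the 22 cell cycle genes kept, 12 rose, and 16 rose when adjusted over the list alone (median log2 fold change 0.91, camera adjusted p = 1.03e-05, and unadjusted p = 0.221 with an estimated correlation). Mcm5 (1.49 ± 0.25), Mcm3 (0.83 ± 0.15), Bub1 (1.66 ± 0.38) and Top2a (1.37 ± 0.33) rose. In control ASO replicate 2, Top2a was at 7.47 CPM, against 1.76 to 2.75 CPM in the other controls. Of the 11 cholangiocyte and ductular markers kept, 2 rose and 1 fell, and as many when adjusted over the list alone (median log2 fold change -0.17, camera adjusted p = 0.701). Spp1 (1.18 ± 0.28) and Cd24a (0.96 ± 0.31) rose and Onecut1 (-1.71 ± 0.43) fell. The call of Cd24a ended without control ASO replicate 1, 3 or 5 or Mboat7 ASO replicate 6 or 7 (adjusted p 0.0570 to 0.0800) and with limma-voom, unweighted or with quality weights (0.0769 to 0.0993).

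Genes that mark hepatocytes were lower. Of the 20 hepatocyte secreted and identity genes kept, 1 rose and 14 fell, and as many when adjusted over the list alone (median log2 fold change -0.47, camera adjusted p = 1.03e-05, and unadjusted p = 0.0716 with an estimated correlation). Apoa2 (-0.67 ± 0.08), Apoh (-0.59 ± 0.09) and Ttr (-0.52 ± 0.08) fell, and Alb (-0.48 ± 0.12), chosen after its value was seen, fell too. Apob (0.46 ± 0.09), a long transcript, was the member that rose. Of the 27 xenobiotic cytochrome P450 genes kept, 15 fell, and as many when adjusted over the list alone (median log2 fold change -0.52, camera adjusted p = 1.59e-05, and unadjusted p = 0.0497 with an estimated correlation). With the estimated correlation, the adjusted p of this list was 0.569. Cyp2c44 (-0.80 ± 0.14), Cyp2c70 (-1.04 ± 0.18) and Cyp2d26 (-0.50 ± 0.09) fell with Cyp2b10. Of the 17 female-biased liver genes kept, 9 fell, and as many when adjusted over the list alone (median log2 fold change -1.39, camera adjusted p = 0.00158, and unadjusted p = 0.161 with an estimated correlation). Cyp2c40 (-3.10 ± 0.69), A1bg (-2.65 ± 0.62) and Hao2 (-1.64 ± 0.41) fell. Of the 22 male-biased growth hormone and STAT5 target genes kept, 2 rose and 4 fell, and 2 rose and 3 fell when adjusted over the list alone (median log2 fold change -0.44, camera adjusted p = 0.344). Igfals (-0.88 ± 0.17) and Igf1 (-0.41 ± 0.10) fell with Cish, and Mup20 (1.04 ± 0.28) rose. The male-biased list passed with no normalization factor (adjusted p 0.0164), with a range of 0.0164 to 0.937 over all alternatives. With the gene-length trend removed, the medians were -0.41 for hepatocyte, -0.43 for P450 and -1.35 for female-biased genes. The call of Apob ended with the gene-length trend removed (0.227).

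Of the 26 nuclear-encoded oxidative phosphorylation genes kept, 20 fell, and 22 fell when adjusted over the list alone (median log2 fold change -0.29, camera adjusted p = 6.38e-08, and unadjusted p = 0.0958 with an estimated correlation). Ndufa2 (-0.49 ± 0.06), Cox6c (-0.41 ± 0.07) and Ndufv2 (-0.39 ± 0.07) had the lowest p values. The median of the list was -0.18 with the gene-length trend removed, a setting chosen after the trend was seen.

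**Figure D4:**
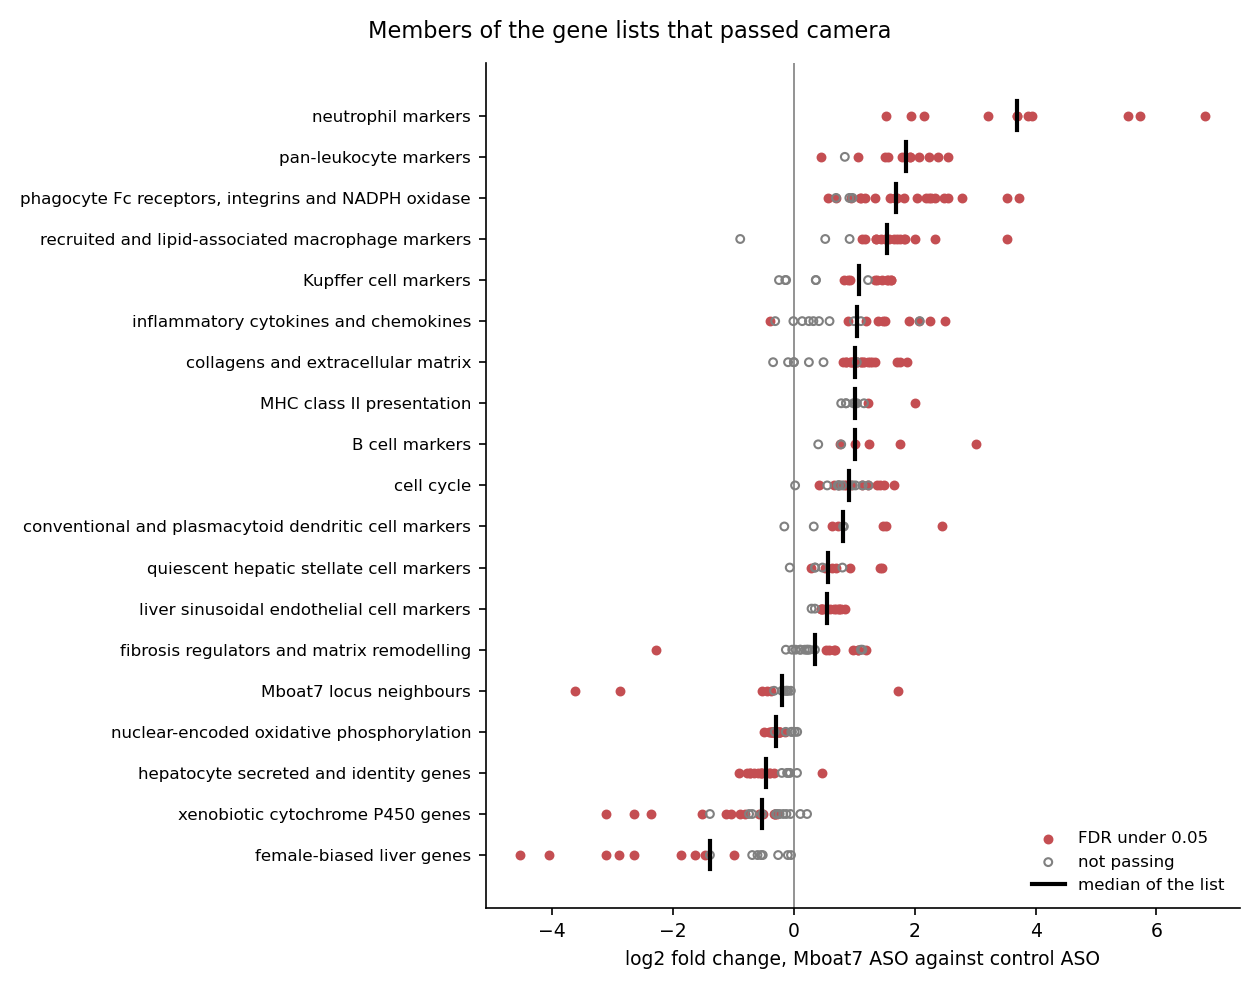
Log2 fold change (horizontal axis, Mboat7 ASO against control ASO) of each member of the 19 gene lists that passed camera with the preset correlation. Filled points passed FDR 0.05, open points did not, and a black bar marks the median of each list, which was 3.70 for neutrophil markers and -0.29 for oxidative phosphorylation.

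Lipid metabolism genes moved in both directions, and none of these lists passed camera with the preset correlation over all 10 libraries, although the cholesterol, lipid droplet and bile acid lists did so in other settings. Of the 18 de novo lipogenesis genes kept, 3 rose and 2 fell, and 2 rose and 2 fell when adjusted over the list alone (median log2 fold change 0.01, camera adjusted p = 0.957). Gpam (0.84 ± 0.14), Acaca (0.25 ± 0.08) and Fads2 (0.42 ± 0.15) rose, Fads2 chosen after its value was seen, while Mlxipl (-0.47 ± 0.10) and Pnpla3 (-1.43 ± 0.37) fell. Of the 25 cholesterol biosynthesis genes kept, 2 fell, and 1 fell when adjusted over the list alone (median log2 fold change -0.20, camera adjusted p = 0.0632). Ebp (-0.63 ± 0.12) and Tm7sf2 (-0.68 ± 0.19) fell, and Hmgcs1 (-0.11 ± 0.29) did not pass. The list passed with no filter on low counts (adjusted p 0.0256), with no normalization factor (0.00869), without control ASO replicate 2 (0.0129), without control ASO replicate 4 (0.0348), without Mboat7 ASO replicate 9 (0.00753) and without libraries 2 and 9 (0.00155), with a range of 0.00155 to 0.794 over all alternatives. Of the 31 fatty acid oxidation and PPARalpha target genes kept, 5 rose and 3 fell, and 3 rose and 2 fell when adjusted over the list alone (median log2 fold change -0.02, camera adjusted p = 0.705). Acot2 (1.02 ± 0.22) and Cpt1a (0.40 ± 0.09) rose and Cpt2 (-0.30 ± 0.07) and Acaa2 (-0.29 ± 0.08) fell. Calls ended for Acaca without control ASO replicate 3 or 5 or Mboat7 ASO replicate 7, 8 or 10 (0.0521 to 0.0669) and with the gene-length trend removed (0.730), for Fads2 without control ASO replicate 1, 3, 4 or 5 or Mboat7 ASO replicate 7, 8 or 9 (0.0618 to 0.102), with no filter on low counts (0.0515) and with the gene-length trend removed (0.0627), for Cpt2 with no normalization factor (0.0709), and for Acaa2 with no normalization factor (0.170) and with the gene-length trend removed (0.121), with the adjusted p of each setting in parentheses. With the trend removed Acaca had a log2 fold change of -0.03.

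Of the 30 lipid droplet and triglyceride storage genes kept, 7 rose and 5 fell, and as many when adjusted over the list alone (median log2 fold change 0.26, camera adjusted p = 0.344). Pcyt1a (0.38 ± 0.06) and Fabp4 (0.95 ± 0.17) rose and Cideb (-0.44 ± 0.08) and Dgat1 (-0.27 ± 0.05) fell. Cidea, a lipid droplet protein chosen after its value was seen, rose by 3.25 ± 0.84. The lipid droplet list passed with the gene-length trend removed (adjusted p 0.0286), with a range of 0.0286 to 0.836 over all alternatives. Of the 15 lipoprotein assembly and cholesterol efflux genes kept, 3 rose and 4 fell, and 3 rose and 5 fell when adjusted over the list alone (median log2 fold change -0.03, camera adjusted p = 0.648). Tm6sf2 (-1.06 ± 0.12) and Apoc2 (-0.49 ± 0.09) fell and Abcg1 (1.68 ± 0.31) and Abca1 (0.23 ± 0.06) rose, but Abca1 was at -0.06 (adjusted p = 0.411) with the gene-length trend removed. Of the 19 bile acid synthesis and transport genes kept, 3 rose and 6 fell, and 3 rose and 7 fell when adjusted over the list alone (median log2 fold change -0.24, camera adjusted p = 0.210). Fgfr4 (-0.52 ± 0.07) and Slc27a5 (-0.50 ± 0.11) fell. The bile acid list passed with no normalization factor (adjusted p 0.0350), with a range of 0.0350 to 0.616 over all alternatives. In gluconeogenesis and insulin signalling, 1 of 20 genes fell, Ppp1r3c (-0.97 ± 0.35), with 0 when adjusted over the list alone, 2 at an unadjusted p under 0.05 and 1 by DESeq2 (median 0.09, camera adjusted p = 0.719). Without control ASO replicate 4, Ppp1r3c was at -0.59 (edgeR adjusted p = 0.123). Of the 21 lysophospholipid acylation and phosphatidylinositol synthesis genes kept, 5 rose and 4 fell, and 7 rose and 5 fell when adjusted over the list alone (median log2 fold change 0.08, camera adjusted p = 0.719). Mboat7 is 1 of those that fell, and Agpat4 (1.54 ± 0.25), Ddhd2 (0.46 ± 0.10) and Lpcat1 (1.35 ± 0.32) rose. Calls ended for Cidea with limma-voom, unweighted or with quality weights (0.201 to 0.210), for Dgat1 with no normalization factor (0.112), for Apoc2 with the gene-length trend removed (0.0523), and for Ppp1r3c without control ASO replicate 1, 4 or 5 or Mboat7 ASO replicate 6, 7, 8 or 10 (0.0580 to 0.123), with limma-voom (0.0679), with no filter on low counts (0.0506), with no normalization factor (0.0862) and with the gene-length trend removed (0.0537), with the adjusted p of each setting in parentheses.

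Of the 12 genes kept of a list drawn from those measured by qPCR or discussed in the original work, 7 rose and 1 fell, and as many when adjusted over the list alone (median log2 fold change 0.38, camera adjusted p = 0.210). The list leaves out other genes measured there, several of them of lipogenesis, and the member that fell is Tmc4. These genes were picked with knowledge of these samples, so neither count is independent evidence of their direction. Of the 23 acute phase genes kept, 1 rose and 6 fell, and as many when adjusted over the list alone (median log2 fold change -0.09, camera adjusted p = 0.342). Apcs (-0.70 ± 0.13) and Fgg (-0.47 ± 0.12) fell. Of the 20 unfolded protein and integrated stress response genes kept, 3 rose and 4 fell, and 2 rose and 3 fell when adjusted over the list alone (median log2 fold change -0.31, camera adjusted p = 0.344). Atf3 (1.47 ± 0.26) rose and Atf5 (-0.62 ± 0.11) and Atf4 (-0.66 ± 0.14) fell. Of the 16 NRF2 targets kept, 4 rose, and 2 rose when adjusted over the list alone (median log2 fold change 0.23, camera adjusted p = 0.170). Akr1b8 (1.43 ± 0.24) and Srxn1 (0.74 ± 0.18) rose. The NRF2 list passed without control ASO replicate 2 (adjusted p 0.0394), with the gene-length trend removed (0.0165) and without libraries 2 and 9 (0.0226), with a range of 0.0165 to 0.785 over all alternatives.

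Markers of blood and adjacent tissue were few. Of 4 red blood cell genes kept, 3 rose, among them Bpgm (0.32 ± 0.09) and Slc4a1 (2.36 ± 0.86), with 3 when adjusted over the list alone (median 1.34), and Alas2 did not pass (-0.11 ± 0.21). Of the 7 adipocyte genes kept, 1 rose, and as many when adjusted over the list alone (median log2 fold change -0.17, camera adjusted p = 0.973). Fabp4 was the member that rose. The 1 exocrine pancreas gene kept, Cela1, fell (-1.10 ± 0.33). The red blood cell and pancreas lists were too small for camera. Calls ended for Bpgm without libraries 2 and 9 (0.0501), for Slc4a1 without control ASO replicate 1, 2, 4 or 5 or Mboat7 ASO replicate 6, 7 or 8 (0.0660 to 0.114), with limma-voom, unweighted or with quality weights (0.128 to 0.159), with the gene-length trend removed (0.0633) and without libraries 2 and 9 (0.0562), and for Cela1 without control ASO replicate 1 or 3 or Mboat7 ASO replicate 8 or 10 (0.0511 to 0.0609) and with limma-voom (0.0582), with the adjusted p of each setting in parentheses.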

Values the study reported

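The study reported 124 genes suppressed and 887 genes upregulated in livers of mice given Mboat7 ASO. Its filter on low expression removed 12,692 of 24,411 transcripts (52%). Total alignment was given as 88–99% and unique mapping as 61–75%.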

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

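The tests of this part were chosen only after the results were seen, except those of the trend among abundant genes and of the splits of the libraries.

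Long genes rose and short genes fell. Leukocyte RNA as the whole source is argued against by the 1394 genes of at least 100 CPM, where the rank correlation with transcript length was 0.493 (95% interval 0.447 to 0.535). The intervals of this paragraph resample genes within 1 fit, treat genes as independent and leave out the spread between mice. With the trend removed, the median of the phagocyte list was 1.61 (1.19 to 2.05, before 1.70) and that of oxidative phosphorylation -0.18 (-0.24 to -0.13, before -0.29). In that fit the trend did not account for the whole of either. A difference in RNA integrity or library recovery and an effect of the knockdown cannot be told apart, because the gap of 0.292 between the groups in the correlation per library follows the treatment.

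Tmc4 fell with Mboat7, its neighbour. Reads running on from Mboat7 as the source of all Tmc4 reads would keep their ratio constant if the ASO lowered both alike. The ratio differed between the groups (2-sided exact permutation p = 0.0159, n = 5 per group). In Mboat7 ASO replicate 8 it was 0.131, within the control ASO range of 0.101 to 0.136. Whether the ASO lowers such reads and Mboat7 mRNA alike was not tested, so this source stays open. A fall of the whole neighbourhood by more than 2-fold is argued against by the lowest of 4 neighbours, Leng1, at -0.53 (95% interval -0.75 to -0.31). Leng1 itself fell, so a weaker fall of the neighbourhood is not argued against. The values of Leng1 and Tsen34, which overlap Tmc4 and Mboat7, are also uncertain. A stretch of annotated mRNA shared by Tmc4 and Mboat7 is argued against by the longest exact match, 12 bases, a length that 94.1% of genes reach. Cleavage through an intron or an imperfect match and a change in the transcription of Tmc4 were not tested, as no ASO sequence was used here, and stay open.

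Leukocyte genes rose unevenly between mice. Mixing of RNA is argued against by Mboat7 itself, at 3.23 CPM in Mboat7 ASO replicate 9 (32.0 predicted) and 41.9 CPM in control ASO replicate 2 (30.3 predicted). A lower share of hepatocyte RNA as the whole cause would raise other cell types alike, but the neutrophil median lay 3.15 above the endothelial one (3.70 against 0.55, and -0.17 for cholangiocytes). A lower share as a part of the changes was not tested and stays open. The medians were -0.47 for hepatocyte genes and 0.57 for markers of quiescent stellate cells. More residual blood and more leukocytes in the tissue of mice given Mboat7 ASO cannot be told apart. The study's methods describe flushing blood from the body with saline at necropsy, and how much blood remained in each liver is not given. Of the 4 red cell genes kept 3 rose (median 1.34), among them Bpgm (0.32 ± 0.09) and Slc4a1 (2.36 ± 0.86), while Alas2, the most abundant of them, was at -0.11 (95% interval -0.60 to 0.38), and haemoglobin genes are listed at 0 in every library. Calls ended for Bpgm without libraries 2 and 9 (0.0501), and for Slc4a1 without control ASO replicate 1, 2, 4 or 5 or Mboat7 ASO replicate 6, 7 or 8 (0.0660 to 0.114), with limma-voom, unweighted or with quality weights (0.128 to 0.159), with the gene-length trend removed (0.0633) and without libraries 2 and 9 (0.0562), with the adjusted p of each setting in parentheses. Why mice differ was not tested.

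Among 100 splits of the 10 libraries drawn, 2 (the real one included) gave at least as many genes over 2-fold as the real one, which had 895. That share is under 0.05, but another split gave more genes, so the count does not single out the treatment. The highest other, 901, exchanged control ASO replicate 2 with Mboat7 ASO replicate 9, which points to a structure of the samples that follows their leukocyte level. For genes at FDR 0.05 only the real split reached its count (4851 genes, highest other 2237), a share that is also under 0.05. For the number of lists passing camera chance cannot be excluded, since 32 splits, the real one included, gave at least its 19 and the highest other gave 29.

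Single libraries stood far from the other 4 of their group in 30 of 352 groups of values, where chance gives about 1 in 20 (17.6), and 14 of them were in control ASO replicate 2. The values of Klra17 and Camp rest on 0 or 1 count in each library of their group, so their gap is set by whole counts and says nothing about the library. Without the 3 groups of so few counts, 28 of 349 remain, against 17.4 by chance. In control ASO replicate 2, Lair1 was at 2.82 CPM (0.841 to 1.23 in the others), Cd300e was at 0.994 CPM (0.344 to 0.486 in the others), Sptbn1 was at 91.1 CPM (70.7 to 75.0 in the others), Itgax was at 4.05 CPM (0.798 to 1.68 in the others), Ptprc was at 11.6 CPM (4.21 to 5.94 in the others), Lgals3 was at 13.4 CPM (4.32 to 6.17 in the others), Cd5l was at 80.7 CPM (33.9 to 47.0 in the others), Batf3 was at 0.874 CPM (0.152 to 0.344 in the others), Col4a2 was at 28.7 CPM (15.8 to 17.9 in the others), Eng was at 49.1 CPM (30.2 to 34.8 in the others), Mcm5 was at 5.53 CPM (1.68 to 2.74 in the others), Top2a was at 7.47 CPM (1.76 to 2.75 in the others), Abcg1 was at 8.51 CPM (4.0 to 4.82 in the others) and Ctsw was at 0.556 CPM (0.0765 to 0.190 in the others). In control ASO replicate 1, Klra17 was at 0 CPM (0.0374 to 0.0430 in the others), Sco2 was at 31.7 CPM (22.8 to 25.1 in the others), Hmgcs1 was at 737 CPM (230.0 to 326 in the others), Fcgr2b was at 13.6 CPM (18.7 to 20.2 in the others) and Camp was at 0.0382 CPM (0 in the others). In Mboat7 ASO replicate 6, Cd8a was at 2.07 CPM (0.230 to 0.566 in the others), Ciita was at 4.49 CPM (1.69 to 2.26 in the others), H2-Aa was at 104 CPM (30.8 to 49.1 in the others) and Stab1 was at 63.2 CPM (49.2 to 52.0 in the others). In Mboat7 ASO replicate 9, Prpf31 was at 12.8 CPM (14.3 to 14.8 in the others), Cish was at 9.18 CPM (2.98 to 3.4 in the others) and Cela1 was at 16.8 CPM (10.3 to 11.1 in the others). In Mboat7 ASO replicate 7, Fgfr4 was at 44.0 CPM (35.5 to 36.0 in the others) and Alb was at 9.43% of all counts (6.59 to 7.39 in the others). In control ASO replicate 3, Mbl2 was at 653 CPM (598 to 610.2 in the others). In Mboat7 ASO replicate 8, Igfals was at 92.6 CPM (67.1 to 72.4 in the others).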

How the results depend on the processing

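The fits with the gene-length trend removed and without libraries 2 and 9 were chosen only after the results were seen. Mboat7 and Tmc4 fell in every setting. The other named genes were mostly chosen for low p values or large fold changes in these data. How many were called and kept the call is therefore partly fixed by that choice and does not describe all genes called. Of 166 other named genes, 154 were called and 125 of these never lost the call. In at least 1 fit without a replicate 16 lost it, in at least 1 other setting 25, with the length trend removed 11, with no normalization factor 6 and without libraries 2 and 9 2, while 3 of 12 uncalled genes were called in some setting. With the length trend removed the direction of Abca1 and Acaca turned, to -0.062 and -0.034, against 0.23 and 0.25. Among the lists that passed none changed direction, and 14 of 19 kept passing in every setting that tested them but the estimated correlation. These include the neutrophil list, which was tested in 21 alternatives against 22 for the others. With the length trend removed, medians of some lists that did not pass turned. They went from 0.09 to -0.08 for gluconeogenesis and insulin signalling and from 0.08 to -0.12 for lysophospholipid acylation. For lipogenesis the median went from 0.01 to -0.11, and for acute phase genes from -0.09 to 0.02. The genes over 2-fold (811 higher, 84 lower) numbered 1464 and 312 at 1.5-fold, and 491 and 45 at FDR 0.01. Genes lower over 2-fold numbered 135 with no filter and 52 with no normalization factor, and genes higher over 2-fold 1286 without libraries 2 and 9. The genes at FDR 0.05 (2667 higher, 2184 lower) numbered 1277 and 995 at FDR 0.01, 4672 and 769 with no normalization factor, and 1700 and 2559 with the length trend removed, so that the share of calls that were higher went from 55.0% to 39.9%. Of the genes over 2-fold, 726 were called with and without the length trend. Lists passing numbered 0 higher and 0 lower with an estimated correlation, and 9 and 8 with no normalization factor. Leaving out 1 library gave 559 to 1181 genes higher and 68 to 104 lower over 2-fold, and 1992 to 3079 higher and 1587 to 2319 lower at FDR 0.05. The cause of these differences was not tested beyond the fewer samples or the stricter threshold of the setting itself. No paired analysis was possible because the groups share no replicate numbers. Depth limits genes of few counts, such as Camp, Fcrl5 and Psd2.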

Other observations

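The gene families and the tests of this part were chosen only after the results were seen. Of 75 mitochondrial ribosomal protein genes (Mrpl and Mrps), 49 fell (median -0.26, camera adjusted p = 2.49e-13, and unadjusted p = 0.108 with an estimated correlation), and the median was -0.17 with the length trend removed. Of 38 proteasome subunit genes (Psm), 24 fell (median -0.23, camera adjusted p = 4.76e-09, and unadjusted p = 0.107 with an estimated correlation), and the median was -0.17 with the length trend removed. Of 57 cytosolic ribosomal protein genes (Rpl and Rps), 9 fell (median -0.11, camera adjusted p = 2.20e-04, and unadjusted p = 0.360 with an estimated correlation). With the length trend removed 1 rose and 4 fell, and the median was -0.02. Of 20 glutathione S-transferase genes (Gst), 1 rose and 8 fell (median -0.19, camera adjusted p = 0.0135, and unadjusted p = 0.212 with an estimated correlation), and the median was -0.07 with the length trend removed. Of 298 zinc finger genes (Zfp), 19 rose and 37 fell (median -0.07, camera adjusted p = 0.0513, and unadjusted p = 0.339 with an estimated correlation). With the length trend removed 7 rose and 64 fell, and the median was -0.17.

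Of 9 granulocyte precursor genes, 7 rose (median 3.69, camera adjusted p = 0.00360, and unadjusted p = 0.207 with an estimated correlation), and the median was 3.69 with the length trend removed. In this list 6 of the genes are also in the neutrophil list. Of 9 erythroid precursor genes, 4 rose (median 2.07, camera adjusted p = 0.0517, and unadjusted p = 0.426 with an estimated correlation), and the median was 1.81 with the length trend removed. The erythroid list did not pass camera. Blood cell precursors in the liver may be a source of the genes that rose. Of 9 erythroid genes kept 4 rose, among them Slc4a1 (2.36 ± 0.86), Ermap (2.34 ± 0.78) and Ank1 (2.45 ± 0.67), at means of 3.90, 0.655 and 0.712 CPM in Mboat7 ASO livers. That is too few to tell precursors from other cells. Calls ended for Slc4a1 without control ASO replicate 1, 2, 4 or 5 or Mboat7 ASO replicate 6, 7 or 8 (0.0660 to 0.114), with limma-voom, unweighted or with quality weights (0.128 to 0.159), with the gene-length trend removed (0.0633) and without libraries 2 and 9 (0.0562), and for Ermap without control ASO replicate 1, 2, 3, 4 or 5 or Mboat7 ASO replicate 6 or 7 (0.0518 to 0.0887) and with limma-voom, unweighted or with quality weights (0.171 to 0.180), with the adjusted p of each setting in parentheses.

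Psd2 was near 0 in every Mboat7 ASO library, with at most 1 count in each. An exact match of its mRNA to Mboat7 mRNA is argued against by the longest match, 12 bases, against a median of 13 over the genes kept, 94.1% of which reach that length. A match in an intron, an imperfect match and an effect of the knockdown were not tested and stay open.

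Genes of haemoglobin (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt) are listed at 0 in all libraries, and Ass1, a urea cycle enzyme abundant in liver, at 48 counts in total. The levels of these genes are not interpretable in this table.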
